# Serum IL-12p40: A novel biomarker for early prediction of minimal change disease relapse following glucocorticoids therapy

**DOI:** 10.3389/fmed.2022.922193

**Published:** 2022-11-24

**Authors:** Mengqiu Bai, Jian Zhang, Xinwan Su, Xi Yao, Heng Li, Jun Cheng, Jianhua Mao, Xiayu Li, Jianghua Chen, Weiqiang Lin

**Keywords:** minimal change disease, IL-12p40, biomarker, cytokines, glucocorticoids therapy

## Abstract

**Background:**

Minimal change disease (MCD) has a high recurrence rate, but currently, no biomarker can predict its recurrence. To this end, this study aimed at identifying potential serum cytokines as valuable biomarkers for predicting the risk of MCD recurrence.

**Materials and methods:**

Raybiotech 440 cytokine antibody microarray was used to detect the serum samples of eight relapsed, eight non-relapsed MCD patients after glucocorticoid treatment, and eight healthy controls. The differentially expressed cytokines were confirmed by enzyme-linked immunosorbent assay (ELISA) with serum samples from 29 non-relapsed and 35 relapsed MCD patients. The study used the receiver operating characteristic (ROC) curve analysis to investigate the sensitivity and specificity of a serum biomarker for predicting the MCD relapse.

**Results:**

Serum IL-12p40 levels increased significantly in the relapsed group. The Area Under the ROC Curve (AUC) of IL-12p40 was 0.727 (95%CI: 0.597–0.856; *P* < 0.01). The RNA-sequencing analysis and qPCR assay performed on the IL-12 treated mouse podocytes and the control group showed increased expression of podocyte damage genes, such as connective tissue growth factor (CTGF), matrix metallopeptidase 9 (MMP9), secreted phosphoprotein 1 (SPP1), and cyclooxygenase-2 (COX-2) in the former group.

**Conclusion:**

IL-12p40 may serve as a new biomarker for predicting the risk of MCD recurrence after glucocorticoid treatment, and it may be involved in the pathogenesis and recurrence of MCD.

## Introduction

Minimal change disease (MCD), characterized by intensive proteinuria leading to edema and intravascular volume depletion (1), is the primary cause of idiopathic nephrotic syndrome in 10–15% of adults. Glucocorticoids are the first-line therapy for adults with MCD since 1950 and continue to be the first-line therapy drug to date. (2) Over 90% of adult patients with MCD achieve a complete remission with glucocorticoid treatment; however, the relapse rates in adult MCD are high, with case series data showed that 56–76% of patients experienced at least one relapse after steroid-induced remission. (3–5) Although relapses are considered a serious clinical problem of MCD, there is currently no biomarker predicting the recurrence risk in glucocorticoids-treated MCD patients.

The pathogenesis of MCD remains to be elucidated; there could be several causes, with immune disorders possibly playing an essential role. Most of the earlier research on the pathogenesis of MCD primarily focused on the role of the immune system. (6) Several hypotheses about the pathogenesis of MCD have been proposed: T-cell disorder mediated by a circulating factor that alters podocyte function resulting in massive proteinuria, increased levels of several cytokines, and a “two-hit” theory that proposed the regulatory T-cell (Treg) dysfunction and CD80 (B7-1) induction. (7, 8) Many research focused on vascular endothelial growth factor (VEGF), interleukin-13 (IL-13), interleukin-12 (IL-12), interleukin-8 (IL-8), and tumor necrosis factor-α, (TNF-α) to understand the role of cytokines in MCD diseases. (9–13) Moderate podocyte VEGF164 overexpression during organogenesis results in congenital nephrotic syndrome, whereas VEGF164 overexpression after birth induces a steroid-resistant minimal change like-disease in mice. (9) Overexpression of IL-13 also induces minimal-change-like nephropathy in rats. (10) A significantly increased spontaneous and lipopolysaccharide (LPS)-stimulated release of IL-12 was detected in peripheral blood monocyte (PBM) cultures of MCD patients with the nephrotic syndrome (NS) compared with the normal controls; IL-12 levels increased during the active phase and normalized as the patients went into remission. (11) Early studies also suggested the involvement of IL-8 and TNF-α in the pathogenesis of MCD (12, 13). However, there is no systematic research conducted to identify effective cytokines that could predict the early recurrence of MCD.

In this study, a series of experiments was performed to explore the predictive role of serum cytokines in MCD relapse. A series of differentially expressed cytokines were identified by cytokine array. IL-12p40, verified *via* ELISA, distinguished 35 relapsed MCD patients from 29 non-relapsed MCD patients. The ROC curve analysis also demonstrated that the serum IL-12p40 was the best predictor of MCD relapse. Additionally, IL-12 treatment *in vitro* could cause changes in gene expressions related to podocyte injury.

## Materials and methods

### Patients

The study enrolled 64 participants between January 2013 and January 2016 from the Kidney Disease Center of the First Affiliated Hospital of Zhejiang University School of Medicine, China. All enrolled patients were diagnosed with primary MCD and treated with glucocorticoids. After their discharge from the hospital, the patients were followed up regularly as out-patient, every 3 months for the first year and every 3–6 months for the rest of the follow-up period. We divided study subjects into two groups: non-relapsed and relapsed groups. Relapse was defined as increased protein excretion of > 3 g/day with generalized edema. The sample included patients with the following criteria: (1) first time diagnosed with primary MCD and no previous treatment with steroids and immunosuppressants, (2) > 15 years old, (3) patients treated with glucocorticoids and steroid-sensitive. The exclusion criteria were: (1) patients with proven or suspected secondary MCD on renal biopsy, (2) patients with systemic diseases (diabetes mellitus), infections (HIV, HBV, HCV, URI), or drug abuse, and (3) patients who developed steroid-resistance or steroid-dependence. The control group included eight healthy patients with no evidence or history of infection, systemic, or renal disease. Relapse was defined as increased protein excretion of > 3.5 g/day in patients who underwent a partial or complete remission.

### Serum sample collection

The blood samples were collected on the day of initial renal biopsy before the drug treatment. The whole blood sample (not anticoagulated) was placed at room temperature for half an hour, centrifuged at 2000 rpm for 10 min, followed by aliquoting the upper serum portion into a smaller volume. They were then stored in a refrigerator at –80^°^C.

### Cytokine screening using cytokine antibody array

Raybiotech 440 cytokine antibody array was carried out to screen differentially expressed cytokine in the serum. In brief, the microarrays were equilibrated to room temperature and dried at room temperature for 1–2 h. Microarrays were blocked with dilute buffer for 1 h at room temperature, then 85 μl of the sample were added and incubated on the proteome microarray at 4°C overnight. The microarrays were washed the next day, then the antibody mixture was added into the microarrays and incubated at room temperature for 2 h. The microarrays were rewashed and incubated with Cy3 streptavidin at room temperature for 1 h. The microarrays were scanned with InnoScan 300 Microarray Scanner (Innopsys). Data were analyzed by GSH-CAA-440 data analysis software.

### Measurement of serum cytokines

Serum levels of cytokines were assayed using commercially available ELISA kits (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions. The respective standard curves were prepared from standard dilutions of each of the five ELISA kits of IL-12p40, pentraxin-3, C–C motif chemokine ligand 22 (CCL22), angiotensin I converting enzyme-2 (ACE-2), and receptor for advanced glycation endproducts (RAGE), and the sample concentration of each cytokine was determined. Finally, the OD450 was determined using a microplate reader (Molecular Devices M5, USA).

### Immunohistochemical staining and immunofluorescence staining

These procedures performed as previously described. (14, 15) The primary antibodies used were as follows: anti-IL12RB1 (13287-1-AP; Proteintech) and anti-Synapotodin (sc-515842; Santa Cruz).

### Mouse podocyte culture and treatment

The conditionally immortalized mouse podocyte cell line was donated by Professor Karlhans Endlich (University of Greifswald, Greifswald, Mecklenburg-Vorpommern, Germany). The cells were maintained in RPMI 1640 supplemented with 10% FBS, 100 U/ml penicillin, and 100 mg/ml streptomycin (Gibco-BRL, Gaithersburg, MD, USA). For proliferation, the podocytes were cultured in collagen type I-coated dishes in the presence of mouse recombinant IFN-γ (10 U/ml) at 33^°^C. For differentiation, the medium was switched to a non-IFN-γ medium for 10–14 days at 37^°^C. The podocytes were incubated with 400 ng/ml IL-12 (Peprotech Inc., Rocky Hill, NJ, USA) for 6 h for RNA-sequencing. The sequence results were verified by quantitative polymerase chain reaction (qPCR) with 400 ng/ml IL-12 treatment for 6 and 12 h.

### RNA deep sequencing and data analysis

RNA was extracted from the podocytes in the IL-12 treatment group and the control group. The total RNA was subjected to RNA-sequencing to determine mRNA expression patterns under the IL-12 treatment. Bioinformatics analyses, including raw data process, differential gene expression analysis, and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, were conducted by Novogene (Beijing, China).

### RNA extraction and quantitative polymerase chain reaction analysis

The cells were collected and purified using ESscience RNA-Quick Purification Kit (YiShan Biotech, Shanghai, China). The RNA samples were reverse transcribed for mRNA level quantification *via* qPCR using HiScript III RT SuperMix and qPCR Master Mix (Vazyme). Supplementary Table 1 lists the primers for qPCR. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal control for CTGF, MMP9, SPP1, and COX-2 qPCR.

### Statistical analysis

SPSS 17.0 for Windows was used to perform statistical analyses, and all values were expressed as mean ± standard deviation (SD). Comparisons between groups were made using an unpaired *t*-test. *P*-values of < 0.05 were considered statistically significant.

## Results

### Screening of cytokines in the discovery cohort

Serum cytokine microarray profiles of 16 patients in two groups [non-relapsed MCD (*N* = 8) and relapsed MCD patients (*N* = 8)] were collected using a single standard protocol and analyzed. The age distribution, gender, and other clinical characteristics are listed in Table 1. The serum uric acid in the relapsed MCD group was slightly higher than that in the non-relapsed MCD (*P* = 0.03). The other clinical parameters showed no significant difference between the two groups (*P* > 0.05). Eight healthy control also performed Raybiotech 440 cytokine antibody microarray, and the age, gender, and other clinical characteristics were matched. A total of 164 differentially expressed proteins were screened in the control group and the MCD group. Forty-four differentially expressed cytokines were found between the relapsed and non-relapsed groups (fold change > 1.2 and *P*-value < 0.05) (Figures 1A,B). We screened different expression proteins and classified them into the enrichment pathway using the KEGG pathway for further analysis. The results indicated an association of MCD with cytokine–cytokine receptor interaction, JAK-STAT, IL-17, PI3K-AKT, and MAPK pathways. The relapse of MCD was also associated with cytokine–cytokine receptor interaction, JAK-STAT, and MAPK pathways (Figures 1C,D). The protein chip results showed that the JAK-STAT and MAPK pathways play a crucial role in the development and relapse of MCD.

**TABLE 1:** Baseline characteristics of non-relapsed minimal change disease (MCD), relapsed MCD patients, and healthy controls with Raybiotech 440 cytokine antibody microarray.

Characteristics	Non-relapse MCD group (*N* = 8)	Relapse MCD group (*N* = 8)
Women, *n* (%)	75%	62.5%
Age at enrollment, yr	30 ± 7.25	24 ± 4.62
Proteinuria, g/d	5.93 ± 2.76	4.81 ± 3.7
Serum albumin, g/L	20.18 ± 4.16	20.96 ± 9.24
SCr, μmol/L	62.86 ± 12.3	72.63 ± 32.5
eGFR, mL/min per 1.73 m^2^	114.57 ± 15.32	119.74 ± 35.65
Fasting blood sugar mmol/L	4.35 ± 0.46	4.15 ± 0.59
Serum cholesterol, mmol/L	9.47 ± 2.54	9.16 ± 0.95
Serum triglyceride	2.11 ± 1.01	2.01 ± 0.86
Serum LDL, mmol/L	6.41 ± 2.5	5.14 ± 2.33
Serum uric acid, μmol/L	275.0 ± 61.27	368.13 ± 93.08

Data are presented as the mean ± SD.

**FIGURE 1:**
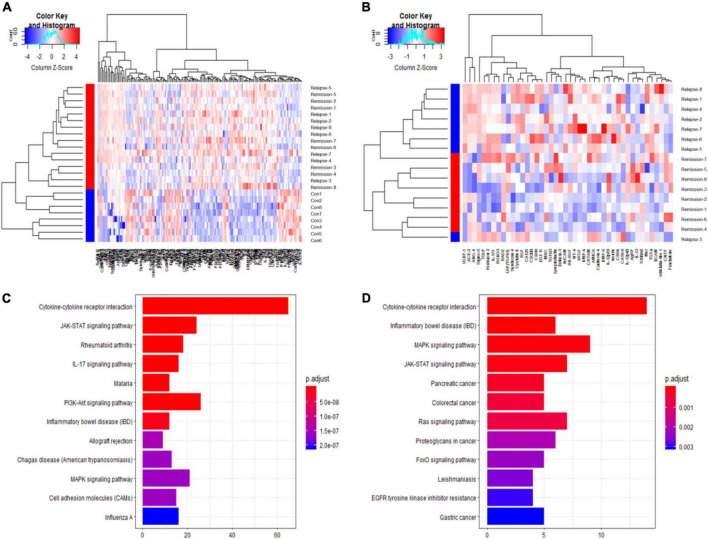
Raybiotech 440 cytokine antibody microarray results. The heat map analysis **(A,B)** revealed that cytokines could distinguish between minimal change disease (MCD) and healthy controls and had different expression patterns between non-relapsed MCD and relapsed MCD. The red and blue colors in the heat map depict higher and lower gene expressions, respectively. The color intensity indicates the magnitude of the expression differences. A fold change of 1.2 and an adjusted *P*-value of 0.05 were used as the screening criteria **(A)**. The differentially expressed proteins screened by *P*-adjust were too few, so the *P*-value was used as the screening criteria **(B)**. **(C)** Shows the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis for differential expression proteins between MCD and healthy controls. **(D)** Shows the KEGG pathway analysis for differentially expressed proteins between non-relapse MCD and relapse MCD patients. The analysis showed the 12 most enriched pathways with the smallest adjusted *P*-value.

### Validation of array results with enzyme-linked immunosorbent assay

To validate the specific biomarkers for relapse of MCD, serum samples from 29 non-relapsed and 35 relapsed MCD patients (including the samples of eight non-relapsed and eight relapsed MCD patients used in serum cytokine microarray) were measured *via* ELISA. Table 2 lists the clinical information of the participants. Table 3 presents the differentially expressed cytokines between the non-relapsed and relapsed groups. Five cytokines (IL-12p40, pentraxin-3, CCL22, ACE-2, and RAGE) were chosen for ELISA validation based on cytokine antibody microarray results and literature review; these five cytokines could be related to the MCD recurrence mechanism. The levels of IL-12p40 and pentraxin-3 obtained from the ELISA results were consistent with the array results, confirming expression differences between the non-relapsed and relapsed MCD groups (*P* < 0.05), but the expression of CCL22, ACE-2, and RAGE had no significant differences between the non-relapsed and relapsed MCD groups (Figure 2).

**TABLE 2:** Baseline characteristics of non-relapse and relapse minimal change disease (MCD) patients for the array results validation.

Characteristic	Non-relapse MCD group (*N* = 29)	Relapse MCD group (*N* = 35)
Women, (%)	44.83%	37.14%
Age at enrollment, yr	35 ± 15	33 ± 18
Proteinuria, g/d	4.95 ± 2.76	4.18 ± 2.59
Serum albumin, g/L	19.76 ± 6.06	18.9 ± 5.78
SCr, μmol/L	89.89 ± 55.31	99.74 ± 73.30
eGFR, ml/min per 1.73 m^2^	99.19 ± 30.73	98.99 ± 41.08
Fasting blood sugar mmol/L	4.51 ± 0.79	4.48 ± 1.0
Serum cholesterol, mmol/L	8.77 ± 2.51	9.3 ± 2.76
Serum triglyceride	1.92 ± 0.76	2.06 ± 0.97
Serum LDL, mmol/L	5.96 ± 2.33	5.99 ± 2.2
Serum uric acid, μmol/L	341.38 ± 88.88	385.63 ± 108.57

Data are presented as the mean ± SD.

**TABLE 3:** The information of top 20 differentially expressed cytokines between non-relapse group and relapse group in Raybiotech 440 cytokine antibody microarray.

Protein ID	AveExp. Relapse	AveExp. Remission	*P*-value	Fold change
ULBP-1	2.8	7.8	0.0154	0.03
ACE-2	3.1	7.7	0.0080	0.04
Siglec-5	14.2	17.4	0.0490	0.1
ANG-4	4.3	7.4	0.0462	0.1
TSLP	11.9	14.1	0.0396	0.2
IL-17F	12.8	14.9	0.0304	0.2
Cadherin-4	10.6	12.6	0.0092	0.3
AMICA	10.4	12.4	0.0075	0.3
Pentraxin-3	12.3	13.9	0.0175	0.3
CRTAM	10.7	12.3	0.0374	0.3
IL-12p70	11.2	10.8	0.0346	1.3
IL-13	11.6	11.2	0.0255	1.3
AgRP	12.2	11.8	0.0298	1.3
S100A8	11.8	11.3	0.0145	1.4
Lymphotactin	8.8	8.2	0.0414	1.5
Eotaxin-3	9.2	8.6	0.0408	1.5
LAP	16.0	15.3	0.0115	1.6
CCL22	10.0	9.3	0.0379	1.7
RAGE	15.6	14.5	0.0003	2.1
IL-12p40	12.9	11.5	0.0098	2.6

**FIGURE 2:**
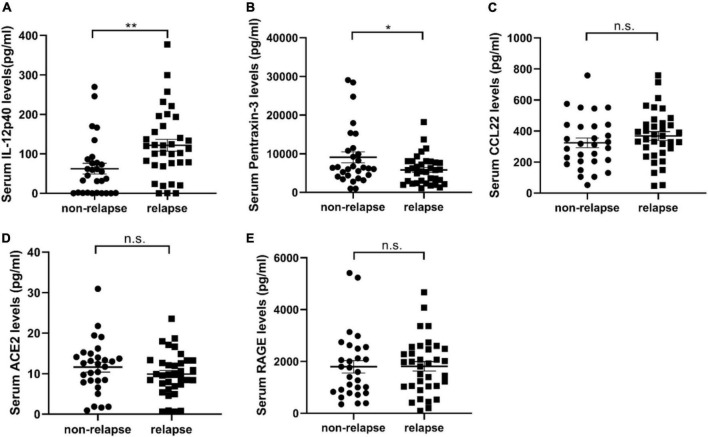
The validation results of serum cytokine antibody microarray by enzyme-linked immunosorbent assay (ELISA). **(A–E)** Show the expression of IL-12p40, pentraxin-3, CCL22, ACE, and RAGE in the serum samples of 35 relapsed and 29 non-relapsed minimal change disease (MCD) patients. The expression of IL-12p40 in the relapsed group was 121.7 ± 14.71 pg/ml, and the expression in the non-relapsed group was 62.46 ± 13.52 pg/ml (*P* = 0.005). The expression of pentraxin-3 in the relapsed group was 5817 ± 639.2 pg/ml, and the expression in the non-relapsed group was 9080 ± 1406 pg/ml (*P* = 0.029). The expression of CCL22 (*P* = 0.2965), ACE (*P* = 0.2527), and RAGE (*P* = 0.9565) in the serum samples of relapsed and non-relapsed groups showed no significant differences. *P < 0.05; **P < 0.01; n.s., not significant.

### Serum IL-12p40 as an indicator of relapse of minimal change disease

A conventional ROC curve measured the sensitivity and specificity of serum IL-12p40 that distinguished between the non-relapsed and relapsed MCD patients (Figure 3). The area under the ROC curve indicated the predictive value of this model. The results showed that the AUC of IL-12p40 was 0.727 (95%CI: 0.597–0.856; *P* < 0.01). The optimal cutoff level for IL-12p40 was 77.68 pg/mL, with a sensitivity and specificity of 71.4 and 75.9%, positive predictive value (PPV) of 78.1%, and negative predictive value (NPV) of 68.0% (*P* < 0.001). However, the expression differences of pentraxin-3 between the non-relapsed and relapsed MCD groups did not make sense.

**FIGURE 3:**
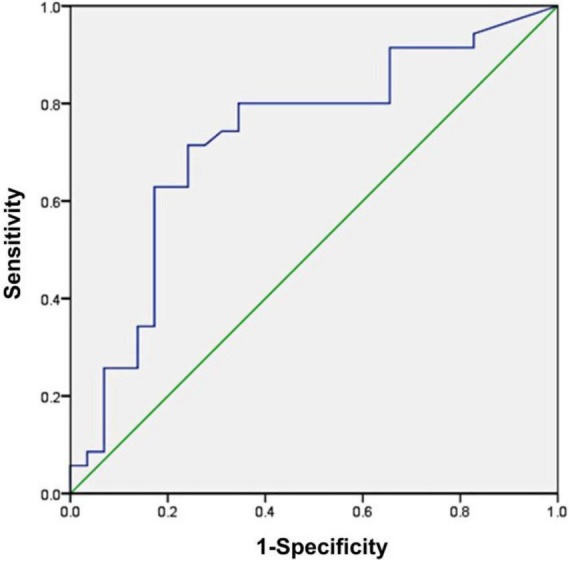
Receiver operating characteristic (ROC) curve analysis of serum IL-12p40 as a biomarker for the prediction of minimal change disease (MCD) relapse. The area under the ROC curve was 0.727 (95%CI: 0.597–0.856; *P* < 0.01), demonstrating that IL-12p40 was a suitable marker for predicting the relapse of MCD.

### Interleukin-12 treatment promoted genes in the ECM–receptor interaction, PI3K-Akt, and focal adhesion signaling pathway

Podocyte injury is a critical feature in MCD, so we investigated the deleterious effects of IL-12 on the podocytes. To detect the existence of IL12 receptors, we first performed qPCR assays of *IL12RB1* and *IL12RB2* (IL12 receptor genes) in human and mouse podocytes. The results showed that *IL12RB*1 and *IL12RB2* had some expression in these two cell lines (Supplementary Tables 2, 3). In addition, immunohistochemical (IHC) staining of a renal biopsy sample from the MCD patient showed positive staining of IL12RB1 on podocytes (Supplementary Figure 1). We also conducted immunofluorescence (IF) staining of a frozen section biopsy from an MCD patient using synaptopodin and IL12RB1 antibodies. IF results also demonstrated that IL12RB1 localized on podocytes (Supplementary Figure 2). Furthermore, the RNA-sequencing analysis was performed on mouse podocytes treated with IL-12 and saline, respectively. 

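The podocytes were of a conditionally immortalized mouse line, which proliferates at a permissive temperature in the presence of interferon-γ and differentiates once both are withdrawn. RNA was sequenced as 4 libraries, 2 in the IL-12 treatment group (400 ng/ml IL-12 for 6 h) and 2 in the control group treated with saline. The paper's text does not say whether the libraries of a group came from separate cultures. The authors deposited the number of reads counted on each of 54532 genes in each library, without normalization, together with FPKM values for the same genes. The aligner, the counting program, the genome build and the software of the differential test are not named in the paper's text. The gene coordinates in the deposited tables equal those of GENCODE release M21 for the mouse genome GRCm38 for 98.3% of the 54495 genes that both list, and coordinates are given in that build. The total counts were 18678298 and 18649395 in the control libraries and 20098012 and 18355379 in the IL-12 libraries. At these depths the smallest level that 3 counts can show was between 0.149 and 0.163 CPM (counts scaled to the library total), which covers counting error only. The libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.21 between the control libraries and 2.52 between the IL-12 libraries, and each was counted as a replicate. Between libraries of different groups it was 18.12 to 21.84. The counts were filtered with edgeR's filterByExpr, which kept 14095 genes, and normalized by the TMM method. Differential genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over these genes, without a replicate block. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so the p-values rest on the spread that edgeR shares across genes. The filter, the scaling, the test and the fold limit are the choices that could change the numbers.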

The results showed that compared with the control group, there were 101 differential genes in the IL-12 treatment group, of which 66 were upregulated and 35 were downregulated (Figure 4A). 

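With the screening criteria of the Fig. 4 legend, 227 differential genes were found by edgeR's quasi-likelihood test, of which 121 were upregulated and 106 were downregulated. Of these, 168 were protein-coding. In 223 of the 227 genes both IL-12 libraries lay on the same side of both control libraries, which was also the case for 62.9% of all genes tested and would be the case for 33.3% by chance. The 227 genes were picked by a test on the same libraries, which favours such genes, so the 223 are no separate evidence for the calls. At any fold change, 2267 genes were higher and 2030 were lower. With the replicate number as a block in the design, 241 genes were differential, 123 upregulated and 118 downregulated, and 226 of them were among the 227. Across genes, which are not independent replicates, same-numbered libraries did not as a whole deviate together from their group means, with a correlation of -0.027. At an adjusted p below 0.05, 29 genes differed between the replicate numbers. A 1.5-fold limit gave 693 genes, and a test against the 2-fold limit itself gave 39. With scaling by total counts only, 40.5% of the genes past the adjusted p threshold at any fold change were higher, against 52.8% with TMM. Many differential genes had low counts, with 67 under 1 CPM and 45 over 10 CPM, of which 37 were upregulated and 8 were downregulated. Ctgf, Hmga2, Pmepa1 and Nes were among the upregulated genes with the smallest p-values. Hmga2 (ENSMUSG00000056758) lies on chromosome 10 from 120361275 to 120476469, where it overlaps antisense genes that had 50 and 5 counts over the 4 libraries against its own 10430. Its level was 58.5 ± 2.74 CPM (SD, n = 2) in the control group and 217 ± 2.17 CPM (SD, n = 2) in the IL-12 treatment group. The log2 fold change was 1.89 (standard error 0.05), with an adjusted p of 1.29e-15 from edgeR's quasi-likelihood test. The downregulated gene with the smallest p-value was Ms4a2 (ENSMUSG00000024680), which lies on chromosome 19 from 11615523 to 11623719. It fell from 56.1 ± 3.33 CPM (SD, n = 2) to 17.9 ± 0.435 CPM (SD, n = 2), a log2 fold change of -1.64 (standard error 0.07), with an adjusted p of 1.01e-11 from the same edgeR test. Aqp1 and Chdh followed, with log2 fold changes of -1.12 and -1.56. Among genes of at least 1 CPM whose groups did not overlap, the largest log2 fold changes upward were 3.71 for Acsbg1, 3.66 for Tll1, 2.65 for Olfm2, 2.58 for Odaph and 2.45 for Lamb3. The largest downward were -3.35 for Gm12411, -2.10 for Sox5, -2.07 for Sult1c2, -1.94 for Depp1 and -1.80 for Il17rb. Gm12411 is a processed pseudogene whose reads the counting could have shared with its parent gene, and Depp1 and Il17rb each overlap a gene on the opposite strand, so their values are uncertain. Tll1 had 6 and 0 counts in the control libraries, and the DESeq2 Wald test gave Tll1, Olfm2, Odaph, Sox5 and Depp1 no adjusted p, since its independent filtering left out genes with low mean counts. Without that filtering, a setting chosen after seeing the data, it called all of these but Tll1.

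**Figure D1:**
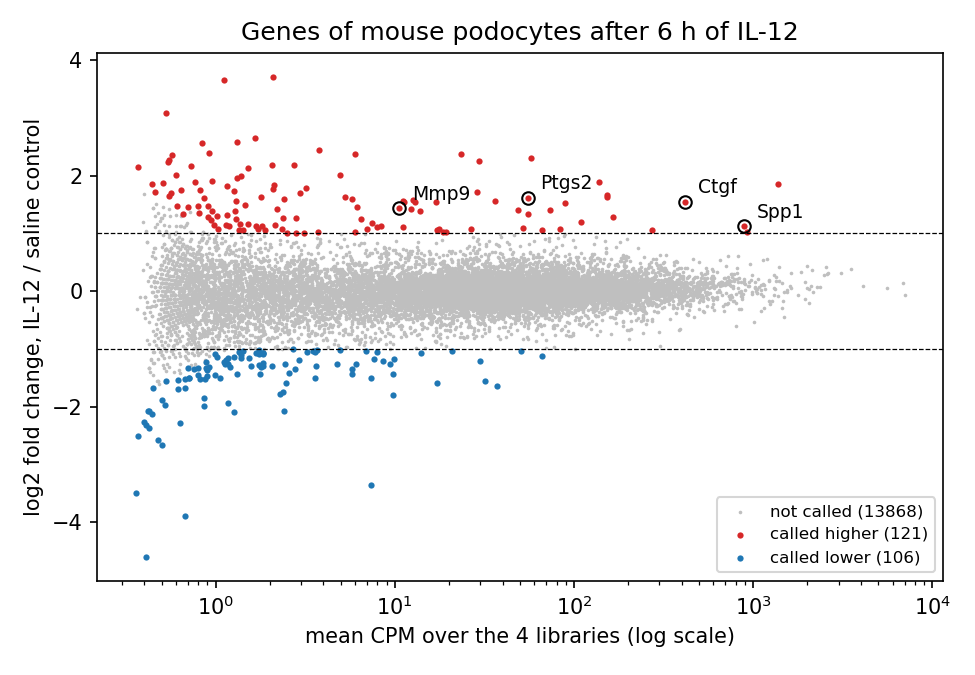
Log2 fold change of each tested gene between the IL-12 treatment group and the control group (vertical axis) against its mean CPM over the 4 libraries (horizontal axis, log scale). Each point is 1 of the 14095 genes, the dashed lines mark the 2-fold limit, and red and blue points are the 121 upregulated and 106 downregulated genes, most of which lie below 10 CPM. The circled genes are Ctgf, Mmp9, Spp1 and Ptgs2.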

The KEGG pathway analysis indicated that the upregulated genes were top enriched in the ECM–receptor interaction, PI3K-Akt, and focal adhesion signaling pathways (Figure 4B). 

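The pathway annotation itself was not used here, and the enrichment was not recomputed. The genes that Fig. 4C lists for the pathways were examined instead. The ECM-receptor interaction list holds 6 genes, the PI3K-Akt list 9 and the focal adhesion list 7, which together are 11 distinct genes. All 11 were upregulated by edgeR's quasi-likelihood test, and for all 11 both IL-12 libraries were above both control libraries. The median log2 fold change was 1.34 in the ECM-receptor interaction list, 1.42 in the PI3K-Akt list and 1.49 in the focal adhesion list. The lists are not independent, since 5 genes (Spp1, Col4a4, Col4a3, Lamb3 and Itgb3) are in all 3 of them. The highest adjusted p was 0.00258 over all genes tested and 0.000406 over the 11 genes alone, from the same edgeR test. As the list was drawn from calls on these libraries, the second value shows no stability. All 11 genes stayed upregulated with the replicate block. With scaling by total counts only, and with the DESeq2 Wald test, 10 of them were called, and a test against the 2-fold limit called 5.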

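Among the genes that Fig. 4C lists, Lamb3 (ENSMUSG00000026639) encodes a laminin chain and lies on chromosome 1 of GRCm38 from 193207699 to 193343878. It rose from 1.16 ± 0.296 CPM (SD, n = 2) to 6.37 ± 0.718 CPM (SD, n = 2), with a standard error of 0.24 on the log2 scale and an adjusted p of 2.3e-07 from edgeR's quasi-likelihood test. The neighbouring collagen genes Col4a4 and Col4a3 lie on opposite strands of chromosome 1, Col4a4 from 82448423 to 82586849 and Col4a3 from 82586921 to 82722059. Col4a4 had 18.3 ± 0.385 CPM (SD, n = 2) in the control group and 54.0 ± 1.06 CPM (SD, n = 2) in the IL-12 treatment group, a log2 fold change of 1.56 (standard error 0.07, adjusted p = 1.14e-11 from the same edgeR test). Col4a3 was lower in level, with 6.37 ± 0.354 CPM (SD, n = 2) and 19.0 ± 0.0415 CPM (SD, n = 2), but its log2 fold change of 1.57 (standard error 0.12) was within the error of that of Col4a4. The other genes had log2 fold changes of 1.43 for Flt1, 1.42 for Fgf2, 1.42 for Ghr, 1.09 for Itgb3 and 1.06 for Cd44, with standard errors of 0.12, 0.28, 0.07, 0.15 and 0.03. Itgb3 was within its error of the 2-fold limit. Gnb4, with a log2 fold change of 1.02 (standard error 0.10), was too, and it fell below that limit with scaling by total counts only (0.98). Shc4 had the lowest level of the 11 genes. Its counts were 13 and 16 in the control libraries and 46 and 36 in the IL-12 libraries, a log2 fold change of 1.49 (standard error 0.34), and independent filtering by mean count left it without an adjusted p in the DESeq2 Wald test. Without that filtering, chosen after seeing the data, the DESeq2 Wald test called it. DESeq2 on genes with more than 1 count, also chosen after seeing the data, called it with that filtering and not without. With the replicate block the log2 fold changes of Fgf2 and Gnb4 were 1.42 and 1.02. Fgf2 and Shc4 are uncertain because each overlaps a gene on the opposite strand, Nudt6 and Eid1, and the counting is not stated to use strand. Eid1 had 3894 counts over the 4 libraries against 111 for Shc4, and Nudt6 had 181 against 166 for Fgf2.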

Figure 4C shows the genes associated with these three pathways. We verified the dramatically changed expression of genes, *CTGF*, *MMP9*, *SPP1*, and *COX2*, related to podocyte injury. The expression of four genes increased 3–5-folds in the podocyte cells treated with IL-12 for 6 h, compared to the control group; however, the increasing trend slightly decreased in the podocyte cells treated with IL-12 for 12 h (Figures 4D–G).

**FIGURE 4:**
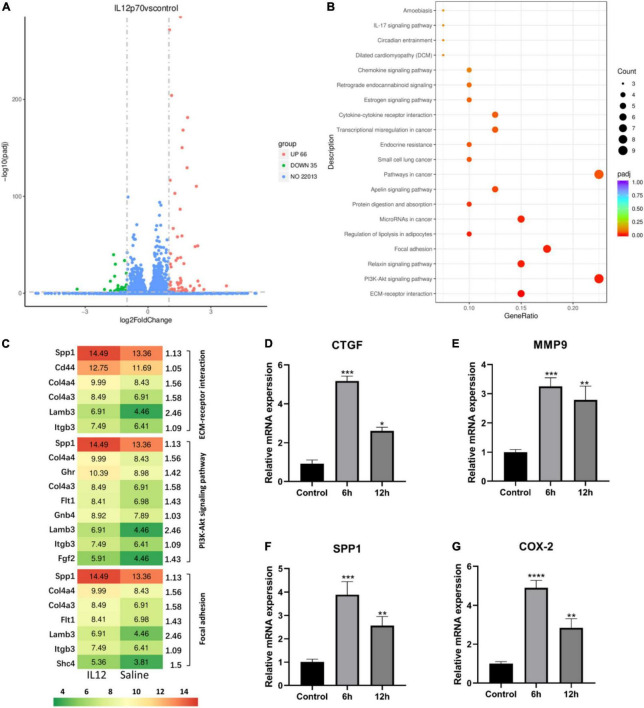
Differentially expressed genes in IL-12 treated mouse podocytes. **(A)** A volcano plot of differentially expressed genes in the IL-12-treated group versus the control group of podocytes. A fold-change > 2 and adjusted *P* < 0.05 were used as the screening criteria. **(B)** The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis results of differentially expressed genes in the IL-12 treatment group and control group. The color depth is related to the adjusted *P*-value. **(C)** The related genes associated with ECM–receptor interaction, PI3K-Akt, and focal adhesion signaling pathways. **(D–G)** Quantification of relative mRNA expressions of the *CTGF*, *MMP9*, *SPP1*, and *COX-2* by qPCR. The podocytes in the IL-12-treated group were incubated with 400 ng/mL IL-12 for 6 h. **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

This study observed that the highly expressed IL-12p40 in the relapsed MCD patients could be used for early prediction of relapse of MCD-patients after the glucocorticoid treatment. IL-12p40, the common cytokine chain of IL-12 and IL-23, is vital in producing and potentially maintaining the Th1 responses and is reported to be involved in crescentic glomerulonephritis. (16–18) To our knowledge, no studies have explored the role of IL-12p40 in MCD to date. However, earlier research reported increased IL-12 levels in MCD patients during the active phase and its return to normal levels as the patients went into remission. (11) A study in Buffalo/Mna rats model found monocyte infiltration to be associated with an increase of TNFα, IL-1, and IL-12 transcripts before nephrotic syndrome recurrence. (19) It has been reported that the correlation between IL-12 and other glomerular diseases. The systemic lupus erythematosus (SLE)-like symptoms were exacerbated in lupus model mice treated with exogenous IL-12 and which were ameliorated in lupus model mice treated with an anti-IL-12 antibody (20). The clinical trial also supported ustekinumab, an IL-12/23 inhibitor, which functioned as a novel treatment in SLE (21). There are also some studies on the relationship between crescentic glomerulonephritis and IL-12. IL-12-/- mice were completely protected against experimental crescentic glomerulonephritis (22). IL-12p40 knockout mice failed to make a nephritogenic Th1 response and developed markedly reduced renal leukocytic infiltration and crescent formation (16). Our finding and these researches have supported that IL-12p40 is critical to pathologies associated with glomerular diseases.

This study further evaluated the role of IL-12 in MCD relapse *in vitro* by examining the expression of IL-12 in podocytes whose dysfunction is crucial in MCD pathogenesis. The KEGG pathway analysis performed on RNA-sequencing indicated enrichment of the upregulated genes in the ECM–receptor interaction, PI3K-Akt, and focal adhesion signaling pathways; the activation of these pathways was closely related to podocyte injury. Renal fibrosis is caused by excessive production and deposition of ECM, which is one of the main reasons for renal function loss. (23) The PI3K-Akt signaling pathway is one of the most important signal transduction pathways involved in regulating cell growth, proliferation, and differentiation. Furthermore, downregulated phosphorylation levels of PI3K-Akt could attenuate podocyte apoptosis. (24) It was noted that focal adhesion kinase (FAK) expression was upregulated in the LPS-induced rat podocyte injury models and that FAK activation was closely related to podocyte injury (25).

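In the RNA-sequencing, Ctgf, Ptgs2 (the gene of COX-2), Spp1 and Mmp9 were each higher in both IL-12 libraries than in both control libraries. Ctgf (connective tissue growth factor, ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683) had 212 ± 2.40 CPM (SD, n = 2) in the control group and 621 ± 16.1 CPM (SD, n = 2) in the IL-12 treatment group. Its log2 fold change was 1.55 (standard error 0.03), with an adjusted p of 1.33e-16 from edgeR's quasi-likelihood test. Ptgs2 (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227) rose from 27.2 ± 0.900 CPM (SD, n = 2) to 83.6 ± 2.52 CPM (SD, n = 2), a log2 fold change of 1.62 (standard error 0.06, adjusted p = 4.47e-13 from the same edgeR test). Spp1 (osteopontin, ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) was the most abundant of these genes, with 559 ± 26.6 CPM (SD, n = 2) and 1220 ± 39.3 CPM (SD, n = 2). The log2 fold change of Spp1 was 1.13 (standard error 0.03), with an adjusted p of 1.13e-14 from the same edgeR test. Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) was the least abundant, with 5.69 ± 0.127 CPM (SD, n = 2) and 15.4 ± 1.57 CPM (SD, n = 2). The log2 fold change of Mmp9 was 1.44 (standard error 0.13, adjusted p = 1.01e-07 from the same edgeR test). All of these genes stayed upregulated with the replicate block, with log2 fold changes of 1.55, 1.62, 1.13 and 1.44 for Ctgf, Ptgs2, Spp1 and Mmp9. Among the 121 upregulated genes, ordered by the p-value of edgeR's quasi-likelihood test, Ctgf was at rank 2, Spp1 at rank 8, Ptgs2 at rank 12 and Mmp9 at rank 33. Ordered by log2 fold change, the ranks were 48 for Ptgs2, 55 for Ctgf, 66 for Mmp9 and 96 for Spp1. Across 14 alternative settings, 1 of them chosen after seeing the data, the rank of Ctgf by p-value stayed between 1 and 4 and that of Ptgs2 between 10 and 13, while that of Spp1 ranged from 3 to 30. Mmp9 ranked between 32 and 37 in the 13 settings that called it, and a test against the 2-fold limit did not call it.

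**Figure D2:**
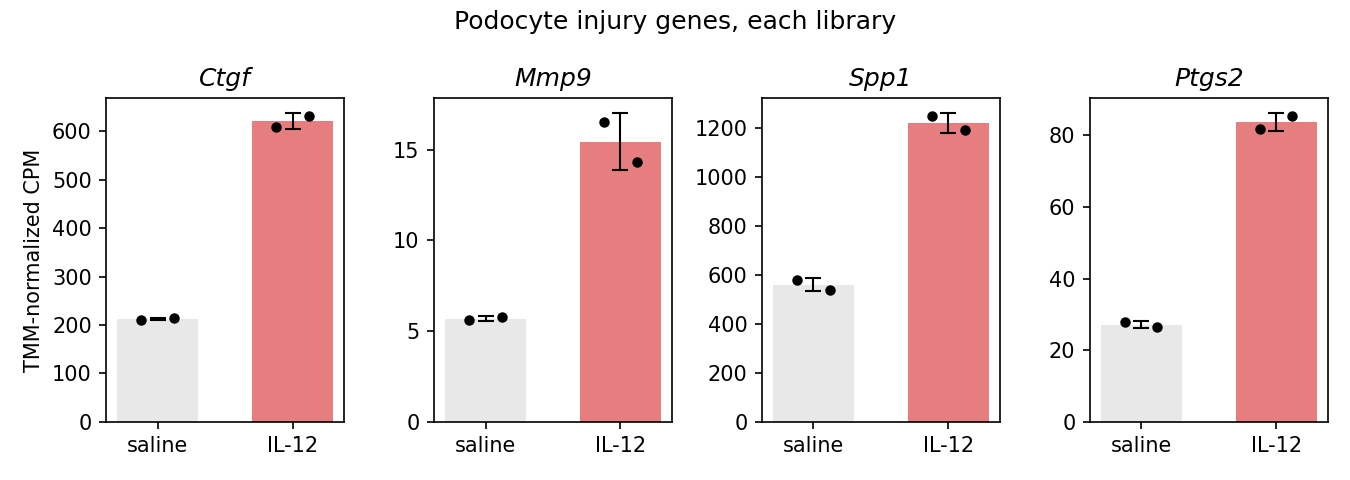
TMM-normalized CPM of Ctgf, Mmp9, Spp1 and Ptgs2 (vertical axes, each starting at 0) in the control group (saline) and the IL-12 treatment group. Points are the 2 libraries of each group, bars their mean and error bars the SD, and in each panel both IL-12 points lie above both control points.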

The RNA-sequencing and verification results showed that CTGF, SPP1, COX-2, and MMP9 were the most significantly upregulated genes in the IL-12 treatment group. It was proposed that the continuous expression of CTGF in podocytes is a key factor in promoting the progressive accumulation of glomerular ECM and glomerulosclerosis. (26) Additionally, CTGF is primarily involved in renal fibrosis and plays an important role in cell migration, adhesion, and inflammation. (27) Besides, SPP1 was influential in developing albuminuria in glomerular diseases; renal SPP1 mRNA increased in the LPS-induced albuminuria model and PAN-induced nephrotic rats. (28, 29) Overexpression of COX-2 could also cause podocyte injury. (30–33) Recent data indicated that MMPs played a role in many acute and chronic kidney pathophysiology. (34) Cytokines such as transforming growth factor-beta 1 (TGF-β1) could stimulate the MMP-9 secretion in podocytes that disrupted the integrity of podocyte connections and induced proteinuria. (35, 36) The four upregulated genes, *CTGF*, *SPP1*, *COX-2*, and *MMP9*, activated by IL-12 may cause podocyte injury.

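As ratios of the IL-12 treatment group to the control group, the changes in the RNA-sequencing were 2.93-fold for Ctgf, 3.07-fold for Ptgs2, 2.71-fold for Mmp9 and 2.18-fold for Spp1. From the roles in podocyte injury, glomerular ECM accumulation and proteinuria that it cites for these genes, the paper proposes that their activation by IL-12 may cause podocyte injury.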

To summarize, our study identified the serum cytokine (IL-12p40) to predict the recurrence of MCD treated with glucocorticoids, and it may serve as a new biomarker for the MCD relapse. The study is the first report of IL-12p40 as a biomarker of MCD recurrence, and more related research is needed in the future. One limitation of our current study: only small samples were used for biomarker screening and further validation. In the future, our group will collect more clinical samples to confirm these findings. Also, our research lacks *in vivo* animal experiments due to IL12 composed of p40 and p35 subunits. A single injecting recombinant IL-12p40 may not produce proteinuria and glomerular histology. In the future study, we can perform Adriamycin + IL-12p40 using a rodent model to test whether IL-12p40 can accelerate pathological progress. In addition, this research is a follow-up study with a varying specimen-collection time; a large multicenter prospective cohort study needs to be conducted in the future.

## Data availability statement

All data generated are included in this article and Supplementary material. The sequencing data is deposited in the GEO database under the accession ID GSE175968.

## Ethics statement

This study was reviewed and approved by the Ethics Committees of First Affiliated Hospital, Zhejiang University School of Medicine (Hangzhou, China). Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin.

## Author contributions

WL, XL, and JiC initiated and designed the study. MB and JZ performed most of the experiments. XS analyzed the RNA sequencing data and performed statistical analysis. XY, HL, JuC, and XL helped with patient recruitment. MB and WL wrote the initial manuscript. XL, JiC, WL, and JM revised and commented on the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Serum IL-12p40: A novel biomarker for early prediction of minimal change disease relapse following glucocorticoids therapy
**Source:** Front Med (Lausanne). 2022 Nov 24;9:922193. doi: 10.3389/fmed.2022.922193
**Supplement:** Supplementary file 1

**Serum IL-12p40: a novel biomarker for early prediction of minimal change disease relapse following glucocorticoids therapy**

Mengqiu Bai^1,2,3#^, Jian Zhang^1#^, Xinwan Su^1,2^, Xi Yao^1^, Heng Li^1^, Jun Cheng^1^, Jianhua Mao^4^, Xiayu Li^1^*, Jianghua Chen^1^*, and Weiqiang Lin^1,2^*

# Mengqiu Bai and Jian Zhang contribute equally to this manuscript.

**Supplementary materials**

**
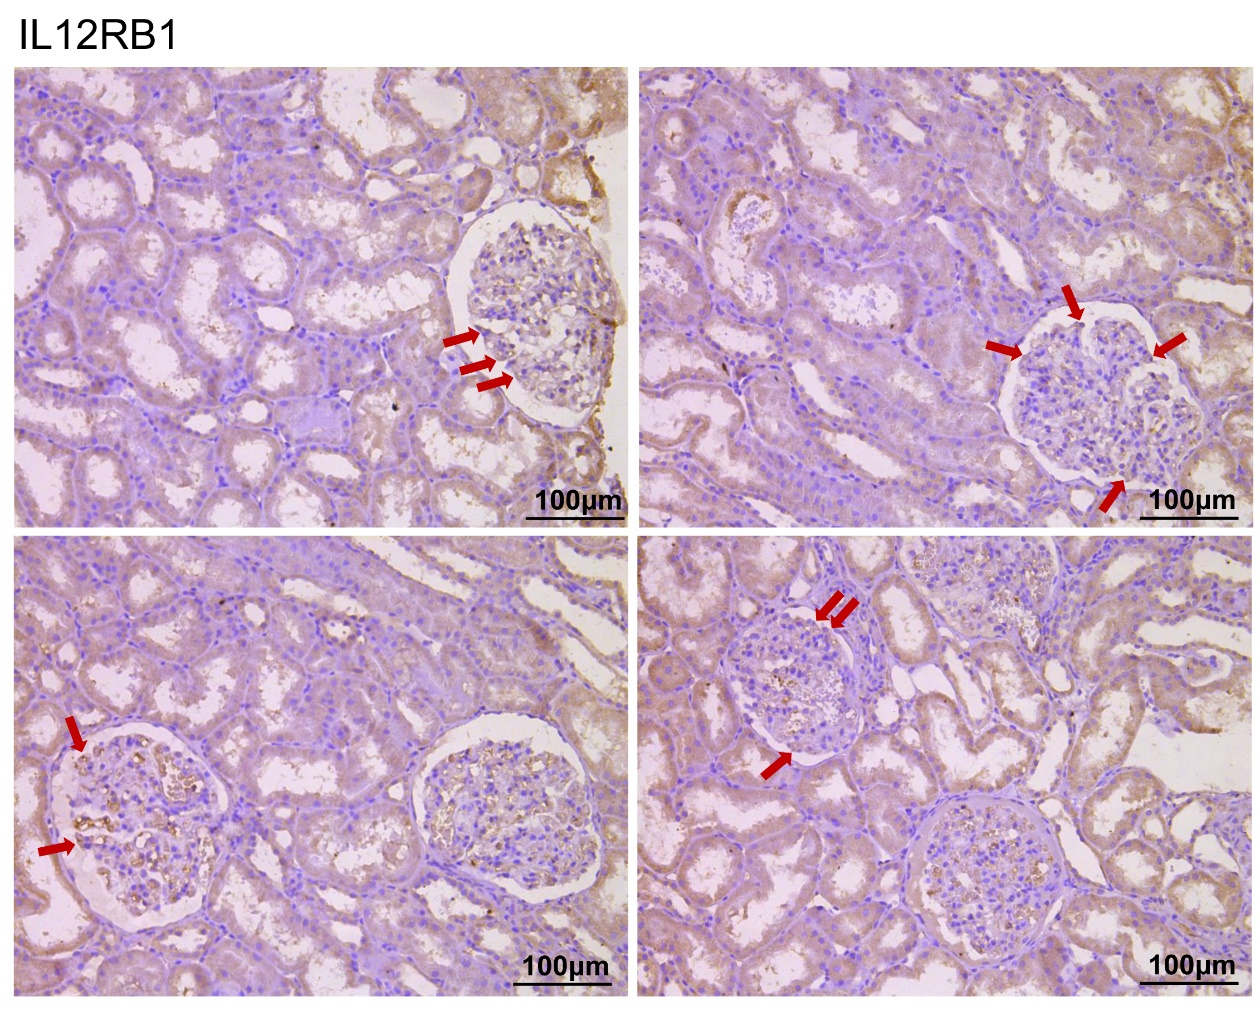
**

Figure S1

IL12RB1 localizes in glomerular podocyte. Representative images of IHC staining showed IL12RB1 staining (arrows) in podocytes from renal biopsy samples of the MCD patient.

**
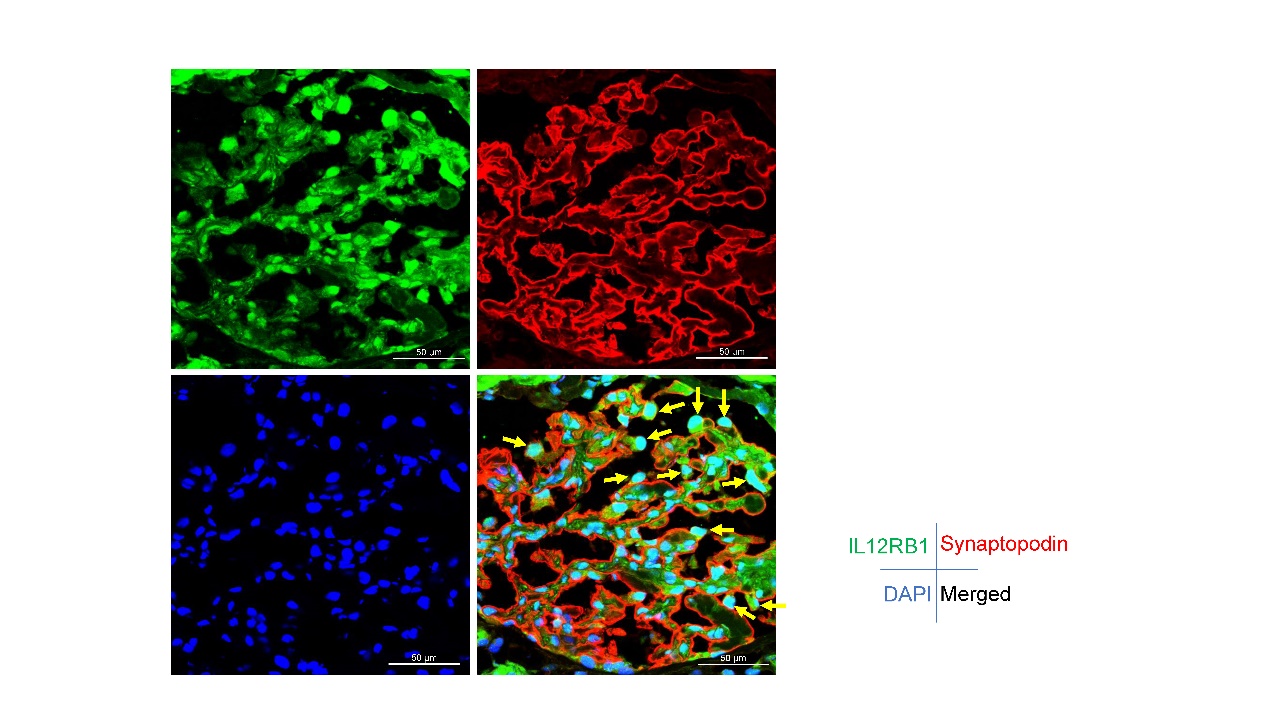
**

FIGURE S2

IL12RB1 localizes in glomerular podocyte. Representative images of IF staining showed IL12RB1 staining (Green) in podocytes from renal biopsy sample of the MCD patient. Green: IL12RB1; Red: synapotodin. Yellow arrow: a positive podocyte staining. Scale bar: 50 μm.

**TABLE S1** **Primers used for qPCR.**

| Primer Name | Sequence | |
| --- | --- | --- |
| m-GAPDH-F  m-GAPDH-R  m-CTGF-F | | TGGATTTGGACGCATTGGTC  TTTGCACTGGTACGTGTTGAT  GGGCCTCTTCTGCGATTTC |
| m-CTGF-F | | ATCCAGGCAAGTGCATTGGTA |
| m-SPP1-F  m-SPP1-R  m-COX-2-F  m-COX-2-R  m-MMP9-F  m-MMP9-R  m-IL12RB1-F  m-IL12RB1-R  m-IL12RB2-F  m-IL12RB2-R  h-IL12RB1-F  h-IL12RB1-R  h-IL12RB2-F  h-IL12RB2-R  h-ATCB-F  h-ATCB-R | | CTGGCAGCTCAGAGGAGAAG  TTCTGTGGCGCAAGGAGATT  CCAGCACTTCACCCATCAGTTT  TCTGTCCAGAGTTTCACCATAAATG  CTGGACAGCCAGACACTAAAG  CTCGCGGCAAGTCTTCAGAG  CGTGTCGGTGAGGAACCAAA  CCACTCTGACTCCCACGC  ACATGAGGCTGACCCAACTG  GAAGATGAGTGGGCGGAGAG  TAGGGACCTGAGATGCTATCG  CCCGGAGCTAAGGCAACAC  CCAGCCTCAGCTCTGTGAAA  GGGCTGCAGGCTGTTTATTG  AGCGAGCATCCCCCAAAGTT  GGGCACGAAGGCTCATCATT |

**TABLE S2 qPCR results of *ll12rb1* and *ll12rb2* in mouse podocytes**

|  | *Gapdh* | *Il12rb1* | *Il12rb2* |
| --- | --- | --- | --- |
| Ct | 18.27 | 30.35 | 30.26 |

**TABLE S3 qPCR results of *IL12RB1* and *IL12RB2* in human podocytes**

|  | *ACTB* | *IL12RB1* | *IL12RB2* |
| --- | --- | --- | --- |
| Ct | 13.35 | 29.72 | 33.93 |

How the deposited data were processed for this re-analysis (not part of the article)

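RNA-sequencing was analysed for mouse podocytes incubated with 400 ng/ml IL-12 for 6 h (2 libraries) and for saline-treated podocytes (2 libraries). The conditions and replicate numbers were taken from the sample labels and the paper's methods. The serum arrays, the ELISA, the staining and the qPCR were not analysed here.

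The authors deposited raw counts per gene, which are whole numbers that were not normalized. The paper states that the raw data processing and the differential test were done by a sequencing company, and its text names no aligner, counting program, genome build or test software. The authors also deposited FPKM values. Each equals the deposited count per kilobase of gene length, scaled to the library total, times a factor that is the same for every gene of a library (0.985, 0.989, 1.02 and 1.02), so these values hold no information beyond the counts. The steps before the counts, including how reads that match several genes were handled and whether strand was used, are already in the files and could not be varied.

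Gene coordinates and names were used as deposited. They were compared with GENCODE release M21 (GRCm38), and GC content was taken from its longest transcript of each gene, which gave a value for 14085 of the 14095 genes tested.

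The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with its default minimum of 10 counts and 15 in total, which left 14095 genes. Libraries were scaled by the TMM method, with factors of 1.02, 1.01, 0.985 and 0.987. Group differences were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was below 0.05 and its change was over 2-fold, the criteria of the Fig. 4 legend. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are scaled by the TMM factors and given as mean ± SD over 2 libraries. Gene sets were tested by limma's camera with an inter-gene correlation of 0.01. Of the 10 sets, 6 were fixed before the data were examined, and 4 were added later. The named genes are every gene the paper names for the podocyte experiments, the 5 upregulated and 3 downregulated genes with the smallest p-values, and the 5 largest log2 fold changes in each direction among called genes of at least 1 CPM whose groups did not overlap. A gene that this rule picks is not reported here. Genes outside this rule are marked as chosen later where they appear.

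The total counts per library, from 18355379 to 20098012, allow a floor of 3 counts, or 0.149 to 0.163 CPM. Levels near the floor cannot show a difference. With 2 libraries per group, an exact permutation test could not pass 0.05, so the p-values depend on edgeR's model of the spread across genes.

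The groups share the replicate numbers 1 and 2. This pairing comes from the sample labels only, and the methods describe none, so the main design had no block and the fit with the replicate number as a block was an alternative. Other alternatives were DESeq2's size factors, upper-quartile scaling and total counts in place of TMM, the DESeq2 Wald test, edgeR's likelihood ratio test and limma voom in place of the quasi-likelihood test, no filter or a filter of at least 10 counts in every library, a test against the 2-fold limit, a 1.5-fold limit, an adjusted p below 0.01, a loess correction for gene length and GC content (span 0.3) with and without the block, protein-coding genes alone, each library left out in turn, the deposited FPKM values as log2(FPKM + 1) or log2(FPKM + 0.1), and camera with the inter-gene correlation estimated. These were listed before the data were examined. DESeq2 on all genes with more than 1 count (also with independent filtering at an alpha of 0.1 and with shrunken log2 fold changes), edgeR on the same genes, and both DESeq2 fits without independent filtering were added after seeing the data.

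The tests were checked on simulated counts drawn for the real genes from the real means and library sizes, with 200 genes changed in each of 3 draws. Of these, edgeR's quasi-likelihood test recovered 192 to 195 with 1 to 4 false calls among 13887 to 13913 genes, and DESeq2 recovered 182 to 187 with 0 to 1 false calls. The changed genes had log2 fold changes of at least 1.5 in size and the other genes had none. The spread was the one that edgeR had estimated. Of the 121 genes upregulated in the data, 62 had a log2 fold change under 1.5. The simulation therefore does not show how many calls near the 2-fold limit are false or missed. Of 150 sets of unchanged genes drawn at random, 0 had a camera p below 0.05. The simulated genes varied independently of one another, so this does not check camera where the genes of a set vary together.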

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

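The comparison of library totals and the comparison of correlations within and between groups were chosen after those results were seen. The TGF-β, BMP, ERK and circadian clock gene lists were chosen after the genes with the smallest p-values had been seen. The other tests were set before.

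Of the 121 genes upregulated by edgeR's quasi-likelihood test, 107 are not named in the paper, and they include the largest changes. Among those with the smallest p-values, Hmga2 had a log2 fold change of 1.89 (standard error 0.05), Pmepa1 of 1.67 (standard error 0.04) and Nes, which encodes nestin, of 1.02 (standard error 0.03). Hmga2 and Pmepa1 passed the thresholds in all 11 alternative settings computed for them, and Nes fell just under 2-fold with scaling by total counts only (0.98). The next genes had the largest log2 fold changes among genes of at least 1 CPM whose groups did not overlap. They were Acsbg1 with 3.71 (standard error 0.36), Tll1 with 3.66 (standard error 0.59), Olfm2 with 2.65 (standard error 0.38) and Odaph with 2.58 (standard error 0.40). These 4 genes had between 0 and 9 counts in the control libraries, and the DESeq2 Wald test gave Tll1, Olfm2 and Odaph no adjusted p, since its independent filtering left out genes with a mean count below 34.0. Without that filtering, run after seeing the data, it called Olfm2 and Odaph but not Tll1. Leaving out each library in turn moved the log2 fold change of Tll1 between 2.69 and 8.30. Hmga2, Pmepa1 and Nes were higher in both IL-12 libraries than in both control libraries. For Acsbg1, Tll1, Olfm2 and Odaph this was a condition of their choice, so it is no further evidence.

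Several technical explanations were tested for these upregulated genes. The mean total counts of the groups differed 1.03-fold. The 10 genes with most counts took at most 4.23% of the counts of a library. After correction for gene length and GC content, 98.3% of the upregulated genes were still called. The lowest correlation of log2 CPM within a group exceeded the highest between groups by 0.0054, which goes against a mislabelled library. Reads of another organism or cell type were not tested.

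Gene lists of known responses were then compared. The interferon-γ response, the classical response downstream of IL-12 in lymphocytes, was not raised: its mean log2 fold change was -0.19, with 7 of 32 genes higher (adjusted p = 0.0214 from limma's camera over 6 sets). The NF-κB and lipopolysaccharide list was raised by 0.38 on average, with 15 of 16 genes higher (adjusted p = 0.000134 from the same test). The YAP/TEAD list was raised by 0.165, with 15 of 23 genes higher (adjusted p = 0.00332). Of the added lists, TGF-β/SMAD targets were raised by 0.39, with 29 of 33 genes higher (adjusted p = 1.07e-09 over 10 sets), and ERK feedback targets by 0.47, with 18 of 19 genes higher (adjusted p = 8.21e-12). The BMP/SMAD1 list had a mean of -0.013, with 6 of 10 genes higher, and the sign of the mean changed between settings. Genes of this list moved in both directions, so the mean does not decide whether BMP signalling changed. Circadian clock genes differed by -0.15, with 4 of 14 genes higher (adjusted p = 0.0444), which is what a difference in time of harvest could give. The TGF-β list shares Col1a1 and Col5a1 with the list of collagen and laminin genes. With the replicate block the adjusted p was 8.75e-05 for NF-κB, 0.00723 for YAP/TEAD, 0.015 for interferon-γ, 2.19e-09 for TGF-β, 1.66e-12 for ERK, 0.943 for BMP and 0.0459 for the clock genes.

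When camera estimated the inter-gene correlation from these 4 libraries, no set passed: the adjusted p was 0.2 for the NF-κB, YAP/TEAD and interferon-γ lists, 0.114 for the TGF-β and ERK lists and 0.238 for the clock genes. These were the highest values over the alternatives, the lowest being 2.88e-05 for NF-κB, 0.000209 for YAP/TEAD, 0.00425 for interferon-γ, 7.65e-12 for TGF-β, 4.32e-13 for ERK and 0.0353 for the clock genes. The clock genes also lost significance with the length and GC correction, with and without the block, and with protein-coding genes alone.

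A candidate explanation is that IL-12 or something accompanying it engaged TGF-β, ERK, NF-κB or YAP/TEAD signalling in these cells. This is a hypothesis from pathways that can share targets, and the pattern cannot be told apart from endotoxin or another factor in the cytokine preparation, for which the NF-κB test gave 0.000134. The clock test (0.0444) leaves a difference in harvest time open. It was not significant in 4 of the 10 alternatives, but its mean combines genes that moved in both directions, so a small mean does not weigh against this explanation. Among clock genes picked out after their values were seen, Per3 and Tef fell by 0.77 and 0.38 on the log2 scale. Arntl and Cry1 rose by 0.30 and 0.25, with adjusted p of 0.0477 and 0.0646 from edgeR's quasi-likelihood test, so Cry1 did not pass. Per2 and Nr1d1 showed no detectable change (adjusted p = 0.506 and 0.302 from the same edgeR test). Nr1d2, Per1 and Cry2 also fell, by 0.35, 0.37 and 0.35 (adjusted p = 5.18e-05, 0.00423 and 0.00574 from that test). Nfil3 rose by 0.25 (adjusted p = 0.0297), while Clock, Bhlhe41, Ciart and Usp2 did not pass. Clock genes could also have responded to the treatment, and whether harvest time can give changes as large as those of the upregulated genes was not tested. The hypothesis was found and tested on the same 4 libraries.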

How the results depend on the processing

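The count of differential genes depended on the test and the limits. Against 227 genes (121 upregulated, 106 downregulated), the DESeq2 Wald test gave 103 (64 and 39), the test against the 2-fold limit 39 (32 and 7), an adjusted p below 0.01 gave 139 (53 downregulated) and a 1.5-fold limit 693 (328 and 365). At any fold change the DESeq2 Wald test gave 2705 genes (1492 higher, 1213 lower) against 4297. Of alternatives added after seeing the data, DESeq2 on genes with more than 1 count gave 101 (66 and 35) and 2462 at any fold change (1397 and 1065), with its independent filtering at either alpha. With its log2 fold changes shrunken it gave 24 (21 and 3), and edgeR on the same genes gave 133 (50 downregulated) and 2597 at any fold change (1451 and 1146). Without independent filtering the DESeq2 Wald test gave 125 (76 and 49) and 2631 at any fold change (1456 and 1175), and on genes with more than 1 count 103 (69 and 34) and 2185 at any fold change (1241 and 944). The replicate block, the other scalings, the likelihood ratio test, limma voom, the other filters, the length and GC corrections and protein-coding genes alone gave between 158 and 271 genes. Of the 126 genes of the 227 that the DESeq2 Wald test did not call, independent filtering left out 114, and 23 were called without it. The cause of the other differences was not tested here, apart from the low counts described under the other observations. Of the 227 genes, 101 were among the 103 of the DESeq2 Wald test and 173 among the 177 found without a filter.

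Scaling by total counts only gave 111 upregulated and 135 downregulated genes, 45.1% upregulated against 53.3%, and 40.5% against 52.8% at any fold change. The median log2 fold change of all genes was -0.002, and -0.043 with total counts only, which was the setting farthest from it.

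With the replicate block, 123 genes were upregulated and 118 downregulated. With the block and the length and GC correction together, 245 genes were called.

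The test against the 2-fold limit called 5 of the 11 Fig. 4C genes and 3 of Ctgf, Mmp9, Spp1 and Ptgs2, and DESeq2 with shrunken log2 fold changes, run after seeing the data, called 4 and 3. In the other settings run gene by gene, all of these kept their direction and passed the adjusted p threshold, apart from Shc4 with DESeq2. The DESeq2 Wald test gave Shc4 (log2 fold change 1.49) no adjusted p, since independent filtering left it out. Without that filtering all 11 Fig. 4C genes were called. On genes with more than 1 count without that filtering, DESeq2 called 10 of them, and the adjusted p of Shc4 was 0.0888. Under total counts only Gnb4 fell to 0.98. In fits that each left out a library, which give no test and share most of their data with the full fit, the log2 fold change ranged from 1.33 to 1.54 for Mmp9, 1.04 to 1.07 for Cd44, 2.21 to 2.73 for Lamb3, 1.30 to 1.54 for Ghr, 1.31 to 1.54 for Flt1 and 1.16 to 1.74 for Fgf2. It reached under the 2-fold limit for Itgb3 (0.99 to 1.17) and Gnb4 (0.98 to 1.07). On the log2(FPKM + 1) scale, which understates the change of genes with low values, it was 1.04 for Mmp9, 1.47 for Ptgs2, 1.03 for Cd44, 1.16 for Col4a4, 0.83 for Col4a3, 0.74 for Lamb3, 0.57 for Itgb3, 1.17 for Ghr, 0.64 for Flt1, 0.60 for Gnb4, 0.33 for Fgf2 and 0.21 for Shc4. With a pseudocount of 0.1 it was 1.51 for Col4a4, 1.44 for Col4a3, 1.95 for Lamb3, 1.26 for Flt1, 0.96 for Gnb4, 1.06 for Fgf2 and 0.91 for Shc4.

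Among gene sets, the interferon-γ (-0.187), NF-κB (0.384) and YAP/TEAD (0.165) lists lost significance when camera estimated the inter-gene correlation. The collagen and laminin genes outside Fig. 4C gained it with the length and GC correction (0.187, and 0.186 with the block). Directions reversed for the podocyte markers with the length and GC correction (0.029, and 0.030 with the block), the integrin genes without a filter (0.023) and the BMP list with at least 10 counts in every library (0.005). The cause was not tested. With each library left out in turn, the mean ranged from -0.195 to -0.185 for the interferon-γ list, 0.32 to 0.50 for NF-κB, -0.028 to 0.005 for the podocyte markers, -0.121 to -0.083 for the integrin genes, -0.115 to 0.075 for BMP, and the log2 fold change of Il12rb1 from -0.178 to 1.45.

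Among the other named genes, 13 of 190 values from other tests, filters or scalings were no longer past the threshold, in the same direction. The rank by p-value of Ctgf, Mmp9, Spp1 or Ptgs2 moved by more than 1.5 times in 8 of 55 values. Acsbg1, Tll1, Olfm2, Odaph, Sox5, Depp1 and Il12rb1 have no value with at least 10 counts in every library, and Gm12411 has none among protein-coding genes. Depth limits the genes with low counts: 67 of the 227 genes were under 1 CPM, where the floor of 3 counts is 0.149 to 0.163 CPM.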

Differences from the paper's values

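The paper's text gives 101 differential genes, 66 upregulated and 35 downregulated, against 227, 121 and 106 here. Of the alternatives set before the data were examined, the DESeq2 Wald test came within 1.5 times of all 3 of the paper's numbers (103, 64 and 39). An adjusted p below 0.01 did so for the total (139) and the upregulated genes (86), and no filter (98) and at least 10 counts in every library (87) did so for the upregulated genes alone. The remaining alternatives, among them the replicate block, the other scalings, the likelihood ratio test, limma voom, the test against the 2-fold limit, the 1.5-fold limit, the length and GC corrections and protein-coding genes alone, did not. DESeq2 on the genes with more than 1 count, which was chosen after seeing the values because that filter leaves as many genes as Fig. 4A plots, gave 101, 66 and 35, and it gave the same with independent filtering at an alpha of 0.1. That is the setting under which the counts fall on the paper's. Of its 101 genes, 100 were among the 227. Also run after seeing the data, edgeR on the same genes gave 133, 83 and 50, each within 1.5 times of the paper's number. DESeq2 without independent filtering, also run after seeing the data, came within 1.5 times as well, with 125, 76 and 49 for the Wald test and 103, 69 and 34 on genes with more than 1 count.

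The number of genes tested was 14095 here against about 22000 in Fig. 4A, read by eye. Without a filter 24525 genes were tested, which is within 1.5 times. The other alternatives set before the data were examined kept 11837 to 14095 genes and did not close the gap. With the filter of more than 1 count, chosen after seeing the values, 22114 genes were tested.

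The paper describes CTGF, SPP1, COX-2 and MMP9 as the most significantly upregulated genes. By p-value from edgeR's quasi-likelihood test, Ctgf, Spp1, Ptgs2 and Mmp9 were at ranks 2, 8, 12 and 33 of 121. By log2 fold change they were at ranks 55, 96, 48 and 66. Under the DESeq2 fit that was chosen after seeing the values, Ctgf ranked 1, Spp1 3, Ptgs2 13 and Mmp9 33 by p-value.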

Other observations

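The comparison of replicate libraries with the spread of separate cultures was chosen after the result was seen. The comparison of edgeR with DESeq2 used DESeq2 fits that were added after seeing the data. The other tests were set before their results were seen.

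The paper measured the IL-12 receptor genes of mouse podocytes by qPCR. In the RNA-sequencing, Il12rb1 had 25 and 8 counts in the control libraries and 18 and 26 in the IL-12 libraries, a mean of 0.872 CPM and 1.17 CPM. Its log2 fold change was 0.42 (standard error 0.46, adjusted p = 0.557 from edgeR's quasi-likelihood test), not a detectable difference. Il12rb2 had 0 and 0 counts in the control libraries and 1 and 4 in the IL-12 libraries, at or near the floor of 3 counts, and it overlaps the highly expressed Serbp1 on the opposite strand. The paper's qPCR gave nearly equal cycle thresholds for the 2 genes. Among genes chosen after other values were seen, Stat4, which encodes the transcription factor downstream of the IL-12 receptor in lymphocytes, and Ifng had 0 counts in all 4 libraries. Their transcripts were not detectable at this depth, which does not show that they were absent.

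The RNA-sequencing folds of the podocyte injury genes were 2.93 for Ctgf, 3.07 for Ptgs2, 2.71 for Mmp9 and 2.18 for Spp1. Apart from Ptgs2, these lie under the range that the paper reports for the qPCR at 6 h of IL-12. The qPCR was not analysed here, and the difference between the assays was not tested.

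Gapdh, the internal control of the paper's qPCR, had only 346 to 455 counts per library, while Pgk1 and Aldoa, other glycolytic genes chosen after these values were seen, had 6590 to 7802 and 8216 to 9280. A candidate explanation is that reads shared with pseudogenes were dropped or split in counting: 78.0% of the 1321 stretches of 100 bases in its transcript also occur in transcripts of 84 other genes, 82 of them pseudogenes. These 84 genes together held 3295 to 3886 counts per library. The 5 genes labelled as Gapdh pseudogenes held only 0 to 2 counts per library, which goes against reads split onto those 5. Whether the counts of the 84 genes include reads of Gapdh was not tested. Split reads and dropped reads therefore both stay open. Gapdh also overlaps Iffo1 on the opposite strand. Its log2 fold change of 0.29 (standard error 0.10, adjusted p = 0.0322) passed the threshold with edgeR, but not with the DESeq2 Wald test (adjusted p 0.143), without a filter (0.119) or with total counts only (0.0651), over a range of 0.0121 to 0.198 across alternatives. When each library was left out in turn, the log2 fold change of Gapdh ranged from 0.15 to 0.43. The counts do not settle how stable Gapdh was.

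Synpo, which encodes the podocyte protein synaptopodin that the paper stained in biopsies, fell by 0.66 on the log2 scale (standard error 0.03, adjusted p = 3e-11), from 480 ± 13.7 CPM to 304 ± 3.79 CPM (SD, n = 2). The podocyte marker list had a mean log2 fold change of -0.013, with 8 of 16 genes higher (camera adjusted p = 0.856, and 0.943 with the replicate block). The mean was -0.24 without a filter and 0.03 with the length and GC correction, and over the alternatives the adjusted p ranged from 0.199 to 0.992. This mean combines changes in both directions. Among genes picked out after their values were seen, Arhgap24, Plce1 and Dag1 fell by 0.68, 0.54 and 0.54 on the log2 scale, and Nes rose by 1.02. A common fall of the list was not detected, although some of its genes fell.

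Collagen and laminin genes outside Fig. 4C had a mean log2 fold change of 0.107, with 12 of 26 genes higher (adjusted p = 0.174, and 0.148 with the replicate block). Leaving out each library in turn moved this mean between 0.060 and 0.159. With the length and GC correction the mean was 0.187 and the adjusted p 0.00369 (0.00449 with the block), over a range of 0.00369 to 0.465 across alternatives. Col27a1, Col16a1 and Col7a1, chosen after their values were seen, rose by 1.71, 1.46 and 1.03 on the log2 scale. Integrin genes outside Fig. 4C had a mean of -0.107, with 7 of 16 higher (adjusted p = 0.683, and 0.943 with the block). The Fig. 4C genes were left out of these lists because the paper had called them higher, so the lists cannot show how the whole families changed. The type IV collagens were also looked at after their values were seen. Col4a1 and Col4a2 rose by 0.24 and 0.16 on the log2 scale (standard errors 0.03 and 0.03) along with Col4a3 and Col4a4, while Col4a5 and Col4a6 fell by 0.31 and 0.91 (standard errors 0.03 and 0.22).

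Of the 227 genes called by edgeR, 127 were not among the 101 called by DESeq2 on genes with more than 1 count. All 127 changed in the same direction and over 2-fold in the DESeq2 fit, and 68 of them had a DESeq2 unadjusted p below 0.05. Independent filtering by mean count left 98 of them without a DESeq2 adjusted p, and without that filtering DESeq2 called 9 of the 127. Low counts are a candidate explanation: their median level was 0.96 CPM against 7.99 CPM for the 100 genes called by both, or 12.0% of it. DESeq2's standard errors were 1.68 times those of edgeR at the median of the 227 genes.

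The libraries of a group were close, with a common biological coefficient of variation of 3.30% (3.71% with the replicate block). The paper's text does not say whether they came from separate cultures. The data hold no reference for the spread between separate cultures of this line, so this value cannot be told apart from that of libraries made from the same culture. If they were, the p-values would cover the variation of library preparation and not that of the cells.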
